A study of Mus musculus with 22 samples. Its data were reported in "The age-dependent regulation of pancreatic islet landscape is fueled by a HNF1a-immune signaling loop" (2024).

How the data were processed

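RNA was measured in 22 libraries of islets isolated from mouse pancreas, from 6 groups of 2 ages (12 and 24 weeks) and 3 genotypes. The mice carried loxP sites around exon 4 of Hnf1a and a RIP-Cre transgene that acts in beta cells, with no floxed allele in WT, 1 in HTZ and 2 in HMZ. Per the labels, the authors trimmed the reads, allowing at most 2 ambiguous bases, mapped them to GRCm38 and tested differences with the exact test of CLC Genomics Workbench, which follows edgeR. The authors deposited 6 tables, 1 for each pair of genotypes at 1 age, with a TPM value (the share of transcripts scaled to 1000000, which adjusts for gene length and sequencing depth) for each library. The authors' deposited tables also held scores per gene that the authors computed from the mapped reads with the same software: signed fold changes, the largest group mean, log2 fold changes, p-values and p-values adjusted for the false discovery rate. The libraries named in more than 1 table held identical TPM values (largest difference 0), and each summed to 1000000.

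The deposited tables held no read counts, so the TPM values themselves were compared. Multiplying TPM by the exon length of each gene in GENCODE M21, which 27088 of 27113 genes had (99.9%), gave whole multiples of 1 smallest value per library for 98.3% to 98.7% of values up to 100 fragments. In units of 1000000, this gave 24.5 to 41.7 fragments per library (median 31.3). Between 18894 and 21255 genes lay above 0, and replicates of a group correlated at r = 0.875 to 0.990 across genes, which are not independent replicates.

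Each pair of groups was fitted by itself with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with limma's trend of the spread on expression, over genes with at least 1 TPM in at least 3 libraries of the pair. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold of at least 1.5. The same fit gave the 2 interactions (the genotype difference at 24 weeks minus that at 12 weeks). Limma pools the spread over genes, and in 3 fits (24w HTZ against WT, 24w HMZ against WT, and HTZ at 24 against 12 weeks) it gave the pooled spread infinite weight, so that each gene's own spread no longer counted. Nothing in the labels says that each library came from a separate animal, so the p-values measure only the spread between these libraries. On simulated data with the values of 12w HTZ and WT, the fit recovered 35% of 100 genes changed by 1 on the log2 scale and 79% of 100 changed by 2, with 10 false calls among 15007 genes. On data simulated for 24w HMZ and WT it recovered 0% and 8%, with 1 false call. The simulated spread was independent between genes, so these counts say nothing of false calls from genes that move together.

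For 37 lists of marker or pathway genes, written before the data were examined, the number of called members, the median log2 change, camera (limma's test of a list against all other genes, with a preset correlation of 0.01 between genes) and fry (whether a list moves one way) were computed, each adjusted over the 37 lists. Camera was repeated with a correlation estimated from the libraries, and the members were also adjusted over the list alone. Scores are means of log2(TPM + 1) over a list. The shares of TPM from islet hormones and from acinar markers were summed per library. The targets of HNF1A were also given relative to beta-cell genes, as the mean log2(TPM + 0.01) of the targets minus that of the beta-cell genes, with exact permutation tests. The genes named followed a rule set before the data were examined, unless said to be chosen after their values were seen. The rule took 13 fixed genes, the called genes with the largest changes whose groups do not overlap (5 per direction between genotypes, 3 for ages and interactions), and in each list described up to 4 called members, or up to 2 where none was called.

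Alternatives set before the data were examined were a pseudocount of 0.1, no filter, no fold threshold, all 6 groups in 1 fit, the replicate number as a block, the acinar score as a covariate and leaving out each library. Chosen after seeing the data were median-of-ratios scaling, voom on the recovered fragments, each gene's own spread, the beta-cell and lymphoid scores as covariates, a fit without the 2 libraries with Xist, and fits within 1 range of library numbers. Matplotlib 3.10.9 drew the plots. The count-based alternatives that had been planned were left out because they need counts, and the constant-region genes of the T-cell and B-cell lists were not analysed here.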

Results

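Islets were isolated from mice in which Cre from the rat insulin promoter removed exon 4 of Hnf1a in beta cells, and their RNA was sequenced at 12 weeks (fully grown) and 24 weeks (middle-aged). Hnf1a encodes a homeobox factor that drives glucose-transport and metabolic genes in islets, liver and gut. By their labels, islets carried 0 (WT), 1 (HTZ) or 2 (HMZ) floxed alleles. The labels tag HTZ mice as hyperglycemic while the study describes them as normoglycemic, and which holds is left open. The study describes HMZ mice as mildly hyperglycemic. At 12 weeks there were 3 WT, 3 HTZ and 5 HMZ libraries, and at 24 weeks 4 WT, 3 HTZ and 4 HMZ. Each library held 18894 to 21255 genes above 0.

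Hnf1a (ENSMUSG00000029556, GRCm38 chromosome 5, 114948980 to 114971094) was measured first, as a check on the genotypes. In 12w WT it lay at 9.99, 8.58 and 13.4 TPM, and in 12w HTZ at 0.540, 0.545 and 0.998 TPM. The 5 libraries of 12w HMZ lay at 8.96, 2.90, 2.90, 2.56 and 0.698 TPM, so that Hnf1a was not ordered by the number of floxed alleles at this age. At 24 weeks WT lay at 1.39, 5.39, 4.23 and 5.24 TPM, HTZ at 4.27, 3.11 and 1.38 TPM, and HMZ at 2.19, 2.58, 2.60 and 0.217 TPM. Exon 4 (114955250 to 114955491) is 242 bases long and the other exons remain after Cre, so a value over the whole gene checks the deletion only in part. The 2 libraries 24w HMZ 1 and 2 held Xist, the transcript of the inactive X chromosome, at 180.9 and 90.5 TPM and Ddx3y of the Y chromosome at 0 TPM, unlike the other 20 libraries and although the series describes male mice.

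**Figure D1:**
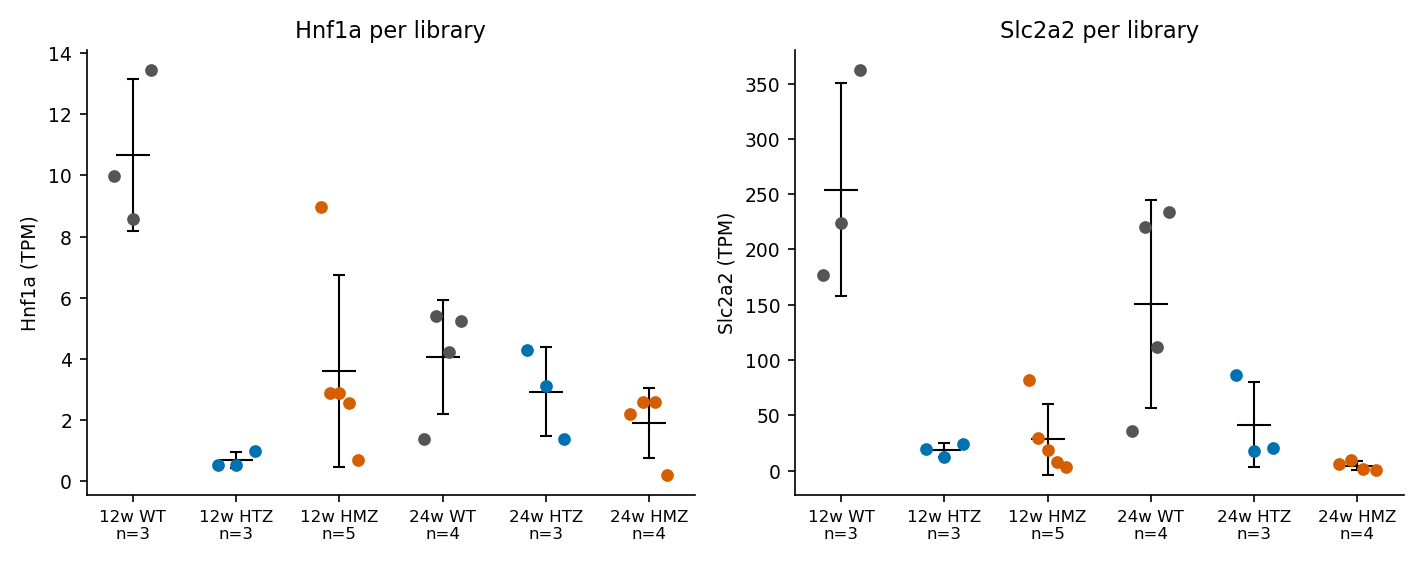
Hnf1a and Slc2a2 in TPM in each library (points), with the mean and SD of each group (black). Hnf1a was lowest in 12w HTZ, at 0.694 TPM, and Slc2a2 lowest in 24w HMZ, at 4.34 TPM.

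The cells that came with the islets varied widely between libraries. Islet hormones (insulin, glucagon, somatostatin and pancreatic polypeptide) made up 19.9% ± 7.08 (SD, n = 3) of TPM in 12w WT and 2.11% ± 0.960 (n = 3) in 12w HTZ. They made up 5.07% ± 5.13 (n = 5) in 12w HMZ, 12.8% ± 5.57 (n = 4) in 24w WT, 8.10% ± 4.86 (n = 3) in 24w HTZ and 7.86% ± 4.78 (n = 4) in 24w HMZ. Digestive enzymes of acinar cells took 33.6% ± 21.5 (n = 5) of TPM in 12w HMZ and 29.4% ± 30.4 (n = 4) in 24w WT, and from 2.21% to 67.3% within 24w WT. The B-cell gene Cd19 had a mean of 91.4 TPM in 12w WT and 302 TPM in 24w HMZ. Across the 22 libraries, 12w WT 3 stood alone with almost no lymphoid transcripts, with a B-cell score of 0.478 against 6.81 and 6.56 in 12w WT 1 and 2. The neutrophil score reached 4.24, 6.24 and 3.26 in the 3 libraries of 12w HTZ and at most 2.22 in the others. Enterocyte genes made up 0.815%, 0.310% and 0.243% of TPM in 12w HMZ 1 to 3 and 0.620% in 12w WT 1. Their score was 7.87, 6.14 and 6.36 in 12w HMZ 1 to 3, 7.47 and 4.44 in 12w WT 1 and 2 and 4.87 in 24w WT 2, and at most 0.319 in the other 16 libraries. HNF1A and its targets are active in gut as well, so gut tissue can move the target list in comparisons with these 6 libraries.

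**Figure D2:**
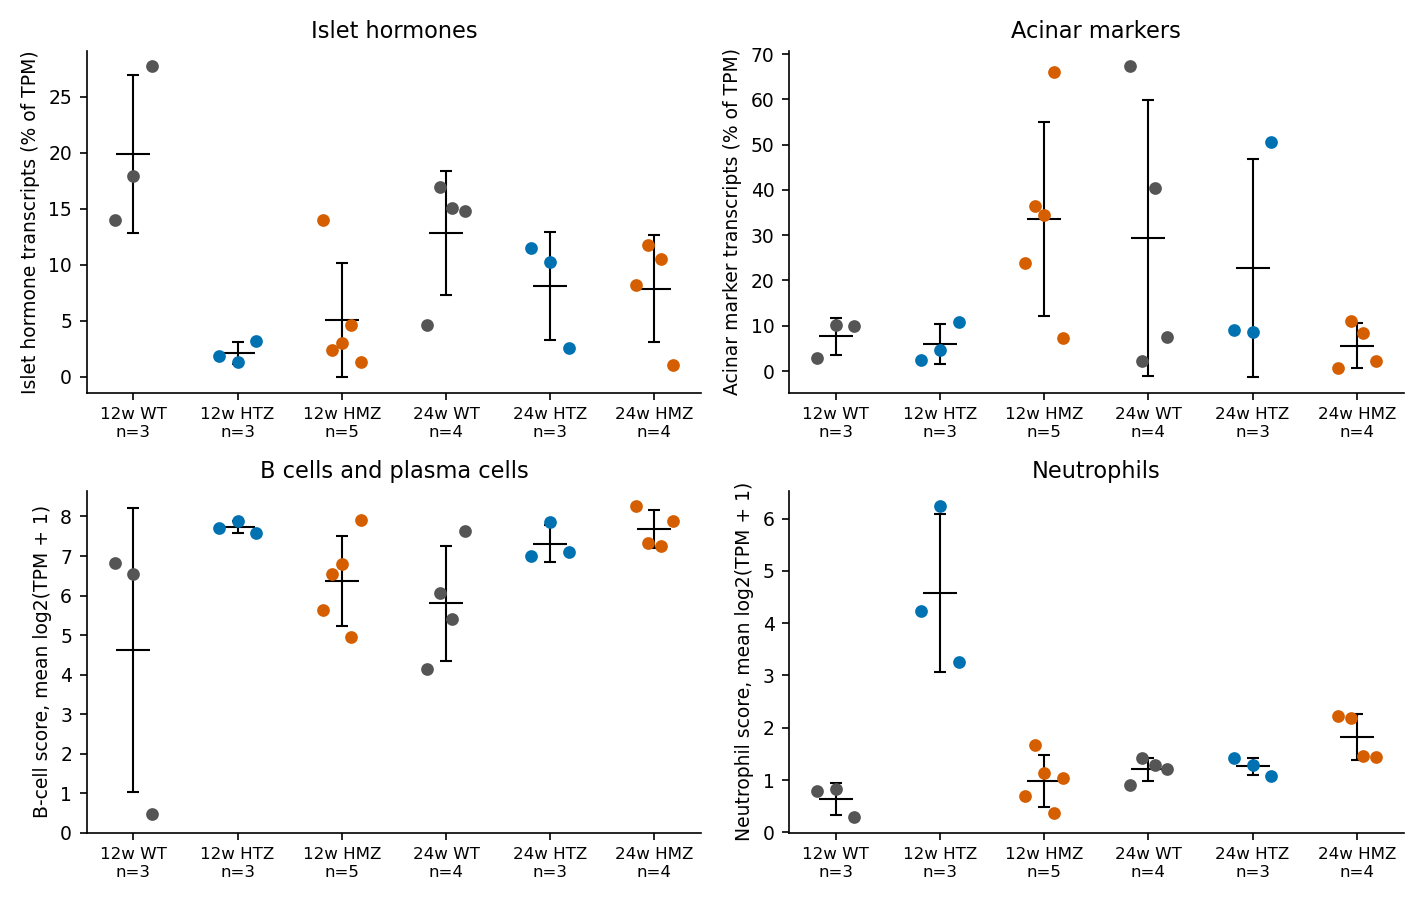
Shares of TPM from islet hormones and acinar markers, and scores of B-cell and neutrophil markers, in each library (points) with the mean and SD of each group (black). Acinar markers ranged from 0.765% in 24w HMZ 1 to 67.3% in 24w WT 1.

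In fully grown mice, loss of 1 Hnf1a allele was compared with WT to ask what reduced Hnf1a changes in islets. Genes of endocrine identity and insulin secretion were lower in 12w HTZ than in 12w WT, and genes of neutrophils, macrophages, fibroblasts and dividing cells were higher. Hnf1a was lower by a log2 change of −2.77 ± 0.22 (SE, limma adjusted p = 0.0070). The islet transcription factors Pdx1 (−4.12), Mafa (−4.11) and Nkx6-1 (−3.80) fell with it, and Slc2a2, the glucose transporter of beta cells, went from 254 ± 96.3 to 18.5 ± 6.19 TPM (SD, n = 3 each). Ins2 was at 11521 ± 5228 TPM against 112420 ± 41768 TPM and Ins1 at 6571 against 53026 TPM. Hormones of cells without Cre were lower as well, Gcg of alpha cells by a log2 change of −4.38 ± 0.67 and Sst of delta cells by −3.69 ± 0.47, as were Ppy (−2.28), Arx (−2.49) and Neurod1 (−3.86), while Mafb did not pass (0.30, adjusted p = 0.29).

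Of 15 HNF1A target genes, 13 were lower in 12w HTZ and 0 higher (13 lower adjusted over the list alone), with a median log2 change of −3.40. Anks4b (−3.98), Cltrn (−3.45) and the antisense transcript Hnf1aos1 (−2.62) were among them. Of 28 beta-cell genes 27 were lower, with a median of −3.35, Trpm5 (−3.66) and Foxa2 (−3.61) included, and 6 of 9 alpha-cell genes were lower (median −2.47), among them Irx1 (−2.47) and Ttr (−3.94). Secretory granule genes such as Ptprn (−3.48) and Chgb (−3.49), the glucose sensor Gck (−3.21), the neuronal tubulins and stathmins Tubb3 (−2.57) and Stmn3 (−2.97), and the epithelial genes Epcam (−3.28) and Krt7 (−2.99) were lower. Camera's adjusted p was 9.8e-10 for the HNF1A targets and 2.1e-16 for the beta-cell genes, and adjusted p = 0.70 with an estimated correlation for both lists. Fry gave the HNF1A targets an adjusted p of 0.0071. Relative to beta-cell genes, the HNF1A targets differed by −0.34 ± 0.38 (exact permutation p = 0.50, n = 3 each, smallest possible 0.10), which leaves open whether the targets fell by more than the beta-cell genes around them.

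Neutrophil granule genes were among the largest increases in 12w HTZ. S100a9 was at 497 ± 606 TPM (SD, n = 3) against 0.279 ± 0.278 TPM, a log2 change of 7.76 ± 0.97 (limma adjusted p = 0.0074), and S100a8 (6.44), Ngp (5.94), Retnlg (3.86) and Camp (4.98, listed at 0 in all 3 WT libraries) rose with it. Library 12w HTZ 2, with the highest neutrophil score, also had a red blood cell score of 10.5 against 3.47 and 3.57 in the other 2, so blood may have contributed to its neutrophil genes, and the red blood cell list had a median of 2.89 with 0 of 5 called (camera adjusted p = 0.52). Of 20 macrophage genes 13 were higher and 0 lower (17 higher adjusted over the list alone, median 2.44), with the receptors Mrc1 (3.44) and Fcgr1 (2.21). Genes induced by type I interferon had a median of 1.86, with 9 of 30 called higher (1 adjusted over the list alone), Bst2 (3.19), Oas1a (2.43) and Ifi27 (1.48) among them. Their score was 6.36, 4.73 and 4.28 in 12w HTZ 1 to 3 and 4.12, 3.44 and 2.51 in 12w WT 1 to 3. Much of the rise thus came from 12w HTZ 1. Targets of TNF had a median of 1.99 with 7 of 22 higher, including the cytokines Csf1 (2.05) and Cxcl10 (3.50). Over all genes 3908 of 15007 were called higher, so the shares called among the interferon and TNF lists lay near that of all genes. The medians of these lists lay above the median of all genes (0.37). MHC class I genes had 6 of 16 higher (median 2.27), with Tapbp (1.51) and Tap2 (1.82). B-cell genes had a median of 3.05 with 0 of 14 called, and Jchain (4.98, adjusted p = 0.063) and Mzb1 (3.67, adjusted p = 0.059) did not pass. Klrb1c of natural killer cells rose (2.44), and H2-Aa of MHC class II did not pass (3.11, adjusted p = 0.077).

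Tissue support genes followed. Of 17 fibroblast genes 14 were higher in 12w HTZ (median 1.504), with Dpt (2.93) and Col1a2 (2.02), and 10 of 15 endothelial genes were higher and 2 lower (median 1.12, Eng 1.12). Cytosolic ribosomal protein genes had 66 of 80 higher (median 1.82), and cell cycle genes 21 of 26 higher (median 1.91), Cdk1 (2.10) included. Genes that beta cells normally keep silent, the disallowed genes, had 7 of 17 higher, with Tgm2 (2.55) and Cxcl12 (3.39). The RNA came from whole islets, so these transcripts may come from cells other than beta cells. Acinar genes had a median of −0.55, with Amy2a1 alone called higher (7.06). Amy2a1 and Tpm3-rs7, the lowest gene at −4.95, have near-identical copies with which their reads may be shared. The other largest decreases were those of Ckmt1 (−4.61), Cdhr2 (−4.42) and Ugt2b34 (−4.38). Ugt2b34 was high in all libraries numbered 28 to 35 (57.8 to 192 TPM, at most 36.9 elsewhere), 12w WT included, so its fall may follow the library numbers.

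Limma called 6336 of 15007 genes, 3908 higher and 2428 lower, and 8951 had an unadjusted p under 0.05. The call count was 1 without 12w HTZ 1, 871 without 12w HTZ 2, 1737 without 12w HTZ 3 and 1583 without 12w WT 2. Without 12w WT 3, the library with almost no lymphoid transcripts, 6039 genes were called, and the medians of the T-cell and B-cell lists went from 2.81 to 1.03 and from 3.05 to 0.97. Those of macrophage (2.44 to 1.49), MHC class I (2.27 to 1.26), TNF (1.99 to 1.10) and disallowed genes (2.07 to 1.09) shrank as well. The median of all genes was 0.37, and after median-of-ratios scaling, which moved it to 0.10, 1961 genes were higher and 2846 lower. With all 6 groups in 1 fit 2786 genes were called, and with the beta-cell score as a covariate in that fit 12, while Ppy (1.48), Chgb (0.33), Cltrn (0.29) and Ptprn (0.25) turned direction without passing. The 3 libraries of 12w WT carried library numbers 28 to 30 and those of 12w HTZ numbers 5 to 19, so a difference between library batches cannot be told apart from the genotype here.

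Loss of both alleles in fully grown mice asked for the effect of removing Hnf1a from beta cells. Beta-cell genes leaned lower in 12w HMZ than in 12w WT, but most of them did not pass, and Reg2 of the regenerating family was higher. Hnf1a was at 3.60 ± 3.13 TPM (SD, n = 5) against 10.7 ± 2.49 TPM (n = 3), a log2 change of −1.56 ± 0.52 that did not pass (limma adjusted p = 0.15). Slc2a2 was at 28.2 ± 31.9 against 254 ± 96.3 TPM (log2 change −3.76 ± 0.80, adjusted p = 0.064). Ppp1r1a, an inhibitor of protein phosphatase 1 rich in beta cells, fell by 5.29 ± 0.49 on the log2 scale (9.40 ± 4.41 against 392 ± 139.9 TPM), as did Defb1 (−5.31), Kif12 (−3.84), the glucose-responsive factor Mlxipl (−3.73), Pcsk9 (−3.59, adjusted p = 0.00042), Trpm5 (−3.36) and Tpm3-rs7 (−5.76). Reg2 rose by 5.73 ± 0.88 (182 ± 187 TPM against 0.920 ± 0.275 TPM).

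Ins2 (−2.58, adjusted p = 0.15), Ins1 (−2.56), Mafa (−2.82, 0.079), Nkx6-1 (−2.88, 0.079), Neurod1 (−2.97), Pdx1 (−2.45), Gcg (−1.91), Sst (−1.91), Ppy (−2.02), Arx (−1.72) and Mafb (−0.41) did not pass in 12w HMZ. The beta-cell list had a median of −2.55 with 1 of 28 lower (27 lower adjusted over the list alone). Its camera adjusted p was 1.9e-19, and adjusted p = 0.66 with an estimated correlation. The granule gene Chga was at 700 ± 462 against 5689 ± 2116 TPM (−3.19, adjusted p = 0.055), and Camk2n1, of the list of microtubule genes, at −2.71 (0.064). The HNF1A targets had a median of −1.55 with 1 of 15 lower. Acinar genes had a median of 1.92 with 0 of 31 called, Prss1 (1.59) and Amy2a1 (7.23) included, and B-cell genes one of 1.63, with Jchain at 3.78 (adjusted p = 0.19). Krt7 of duct cells was at −2.35 (adjusted p = 0.069).

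Limma called 76 of 15261 genes, 1 higher and 75 lower, with 2283 at an unadjusted p under 0.05. On simulated data with the values of these libraries the fit recovered 0% of genes changed by 1 or 2 on the log2 scale, so this count does not show that few genes changed. The count was 1121 without 12w HMZ 1, whose islet hormones made up 14.0% of TPM against at most 4.65% in the other 4, 39 without 12w WT 1, 9 without 12w WT 2 and 17 without 12w WT 3. It was 20 without 12w HMZ 2, 15 without 12w HMZ 3, 13 without 12w HMZ 4 and 18 without 12w HMZ 5. Genes as a whole had a median of −0.32, and after median-of-ratios scaling 5 genes were called, 0 higher and 5 lower.

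Between HMZ and HTZ at 12 weeks, the question was what the second allele adds. Neutrophil genes were lower in 12w HMZ and acinar genes tended to be higher. S100a9 was at 3.31 ± 4.00 TPM (SD, n = 5) against 497 ± 606 TPM (n = 3), a log2 change of −6.42 ± 0.79 (limma adjusted p = 0.0052), with S100a8 (−6.02), Ngp (−5.48), Camp (−4.85), Chil3 (−4.19) and Retnlg (−3.38) lower as well. Hnf1a was at 3.60 ± 3.13 against 0.694 ± 0.263 TPM and did not pass (1.22, adjusted p = 0.20). In the authors' deposited table it was higher in 12w HMZ by a fold of 9.08 (FDR-adjusted p = 0.00014 by the exact test), against the order of the floxed alleles, and the genotypes were not checked further here. Ins2 (0.74), Ins1 (0.47), Gcg (2.48), Sst (1.78), Ppy (0.27), Pdx1 (1.67), Mafa (1.29), Nkx6-1 (0.92), Neurod1 (0.89), Slc2a2 (−0.07), Arx (0.77) and Mafb (−0.71) did not pass. Pancreatic lipase-related Pnliprp1 was at 6158 ± 3378 against 934 ± 668 TPM (2.70, adjusted p = 0.20), Cpa2 of acinar cells at 2.51 and the duct genes Krt19 (3.33) and Muc1 (2.64) at adjusted p of 0.20 and 0.16.

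Of 8 neutrophil genes 5 were lower in 12w HMZ than in 12w HTZ (8 lower adjusted over the list alone, median −4.12, camera adjusted p = 1.7e-10, adjusted p = 0.28 with an estimated correlation, fry adjusted p = 0.032). Of 20 macrophage genes 0 were called (19 lower adjusted over the list alone, median −1.63), with Mrc1 at −2.13. Acinar genes had 0 called (28 higher adjusted over the list alone, median 2.46), and the HNF1A targets 0 called with a median of 1.24, Hnf4a (2.83) and Tmed6 (2.32) included, as Aldob (5.40), an enzyme of gut and liver, and Foxa2 (1.43) were not called. Enterocyte scores were high in 12w HMZ 1 to 3 and low in every 12w HTZ library, and relative to beta-cell genes the targets lay at −1.499, −0.85 and −0.66 in 12w HMZ 1 to 3 and at −2.77 and −3.13 in 12w HMZ 4 and 5, so the higher targets cannot be told apart from gut tissue. Relative to beta-cell genes Hnf1a was higher by 1.34 ± 0.33 in 12w HMZ (exact permutation p = 0.036, 0.14 after BH adjustment). It lay at −4.32 and −4.85 in 12w HMZ 4 and 5, whose enterocyte scores were low, and at −5.64 to −5.06 in 12w HTZ. The higher Hnf1a was thus not confined to libraries with gut tissue. In TPM, however, 12w HMZ 5 (0.698) lay within the range of 12w HTZ (0.540 to 0.998). Limma called 7 of 15003 genes, all lower, with 3661 at an unadjusted p under 0.05. The count was 8426 without 12w HMZ 5, 71 without 12w HMZ 2, 15 without 12w HMZ 3, 0 without 12w HMZ 4, 14 without 12w HTZ 3 and 4 without 12w HTZ 2. Across all genes the median was −0.71, and 0 genes were called after median-of-ratios scaling, which moved it to −0.05, or with voom.

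In middle-aged mice, loss of 1 allele was compared with WT. The neuropeptides Vip and Npy were lower in 24w HTZ than in 24w WT and the acinar protease gene Ctrc was higher. The share of TPM from all acinar markers was not higher, at 22.8% ± 24.2 (SD, n = 3) against 29.4% ± 30.4 (n = 4). Hnf1a was at 2.92 ± 1.45 TPM (SD, n = 3) against 4.06 ± 1.86 TPM (n = 4) and did not pass (log2 change −0.34 ± 0.58, limma adjusted p = 0.99). Vip, carried by nerves that reach the islets, was at 0.443 ± 0.486 against 28.7 ± 25.4 TPM (−4.03, adjusted p = 1.3e-05), Npy at 0.796 ± 1.04 against 19.8 ± 16.1 TPM (−3.35, adjusted p = 0.00055) and Ctrc at 1412 ± 1571 against 134 ± 127 TPM (3.42, adjusted p = 0.0031). Ins2 (−0.80), Ins1 (−0.71), Gcg (−2.25), Sst (−0.88), Ppy (0.26), Pdx1 (−0.84), Mafa (−0.92), Nkx6-1 (−0.996), Neurod1 (−0.99), Slc2a2 (−1.88), Arx (−0.38) and Mafb (0.09) did not pass.

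HNF1A targets and beta-cell genes leaned lower and lymphocyte genes higher in 24w HTZ. The HNF1A targets had 0 of 15 called (2 lower adjusted over the list alone) and a median of −1.13, Anks4b at −1.95 (adjusted p = 0.86). Camera gave them an adjusted p of 9.3e-18, and adjusted p = 0.38 with an estimated correlation. Beta-cell genes had a median of −0.94 with 0 called, Slc30a8 at −1.60, and a camera adjusted p of 1.0e-17, with adjusted p = 0.63 with an estimated correlation. B-cell genes had a median of 1.52 with 0 called (2 higher adjusted over the list alone), Cd19 at 236 ± 70.5 against 100.2 ± 113.9 TPM and Fcer2a at 1.98, and T-cell genes one of 1.21, Cd3e at 1.48. Interferon genes had a median of 0.60 (Mx1 1.09), MHC class I genes one of 1.05 (H2-Q7 1.55), and Tnf itself was at 1.31 (adjusted p = 0.99).

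Limma called 7 of 14847 genes in 24w HTZ, 4 higher and 3 lower, with 411 at an unadjusted p under 0.05, and 1 with each gene's own spread. On simulated data with the values of these libraries the fit recovered 0% of genes changed by 1 and 1% of genes changed by 2 on the log2 scale, so a low count does not show that few genes changed. The count was 69 without 24w WT 1, whose acinar genes made up 67.3% of TPM, 13 without 24w WT 2, 4 without 24w WT 3, 3 without 24w HTZ 2, 4 without 24w HTZ 3 and 2 without 24w HTZ 4. With the acinar score as a covariate 2482 genes were called, 2046 higher and 436 lower. The median of all genes was 0.28, and after median-of-ratios scaling, which moved it to 0.03, 159 genes were higher and 546 lower.

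In middle-aged mice with 2 floxed alleles, the targets of HNF1A fell while the islet hormones did not pass. Slc2a2 was at 4.34 ± 4.20 TPM in 24w HMZ against 150.5 ± 94.3 TPM in 24w WT (SD, n = 4 each), a log2 change of −4.95 ± 0.55 (limma adjusted p = 9.4e-16). Ppp1r1a (−3.92), Defb1 (−3.96), Anks4b (−3.01), the thyroxine-binding Serpina7 (−2.82), Pcsk9 (−2.93), Kif12 (−2.65), Ugt2b34 (−2.70), Sult1c2 (−2.61), Hnf4g (−2.05) and the pyruvate kinase gene Pklr (−2.04) were lower. Among genes of glucose handling and secretion, the zinc transporter gene Slc30a8 (−2.06), G6pc2 (−1.96), Ttr (−1.95) and Ptprn2 (−1.90) were lower. Hnf1a itself was at 1.90 ± 1.14 against 4.06 ± 1.86 TPM and did not pass (−0.83 ± 0.45, adjusted p = 0.25). The hormones Ins2 (−1.06), Ins1 (−1.09), Gcg (−1.51), Sst (−0.19) and Ppy (−0.04) did not pass, nor did Pdx1 (−1.16), Neurod1 (−1.36), Nkx6-1 (−1.06), Mafa (−0.77), Arx (−0.13) or Mafb (0.87).

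Of 15 HNF1A targets, 14 were lower in 24w HMZ and 0 higher (15 lower adjusted over the list alone), with a median of −2.05, while 3 of 28 beta-cell genes were lower, with a median of −1.06. Camera gave the targets an adjusted p of 2.4e-51, and adjusted p = 0.059 with an estimated correlation, and the beta-cell genes 5.6e-26, and adjusted p = 0.46 with an estimated correlation. Relative to beta-cell genes the targets were lower by −1.91 ± 0.35 (exact permutation p = 0.029, n = 4 each, the smallest p that 4 against 4 libraries can give, and 0.057 after BH adjustment), with every 24w HMZ library below every 24w WT library. On the scale of log2(TPM + 1), where low values count less, the groups overlapped in this difference. There 24w HMZ 4 had a target score of 1.36 and a beta-cell score without Slc2a2 of 3.81. In 24w WT 4 these scores were 5.14 and 7.69. The number of targets called was 3 without 24w HMZ 4, 5 without 24w WT 3, 6 without 24w WT 1, 7 without 24w HMZ 1 and 8 without 24w HMZ 3, at medians from −2.43 to −1.75 over all libraries left out.

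**Figure D3:**
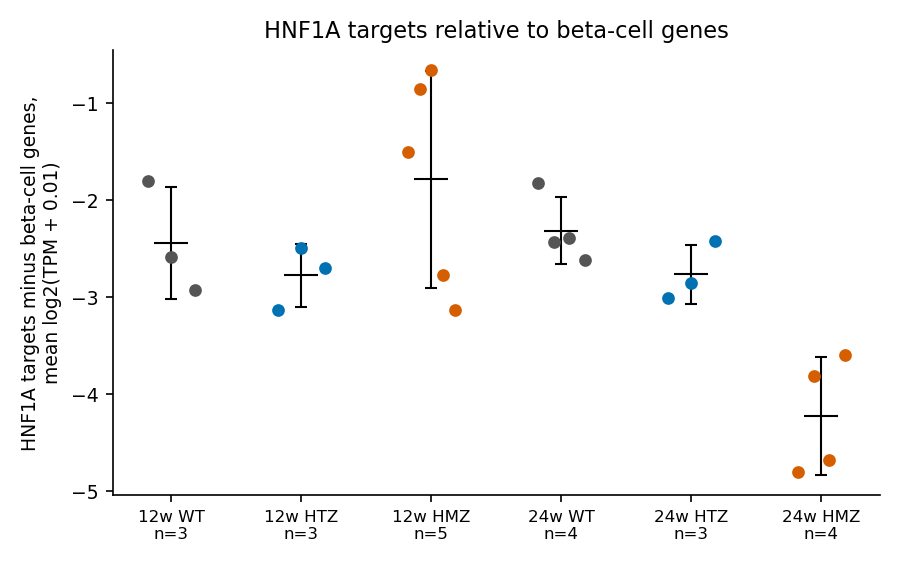
Mean log2(TPM + 0.01) of the HNF1A targets minus that of the beta-cell genes in each library (points), with the mean and SD of each group (black). The mean was −4.22 in 24w HMZ and −2.31 in 24w WT.

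Genes of B cells, and some of T cells, antigen presentation and cell division, were higher in 24w HMZ. Madcam1, the vascular addressin that draws lymphocytes into mucosal tissue, was at 196 ± 87.9 against 17.3 ± 7.21 TPM (3.40, adjusted p = 6.8e-07), with Mir142hg (3.17), Sap25 (3.01), Igflr1 (2.37) and Retnlg (2.23) next. Of 14 B-cell genes 9 were higher (14 adjusted over the list alone, median 1.91), with Cd19 (2.25) and Cd79a (2.11), and 4 of 24 T-cell genes, with Cd3e (1.83) and Lat (1.94). Among MHC class I genes 5 of 16 were higher, with H2-Q6 (2.10) and the peptide transporter gene Tap1 (1.85), and H2-DMb1 (1.84) of class II. H2 genes share near-identical stretches, so reads may be shared among them. Interferon genes had 2 of 30 higher (20 adjusted over the list alone, median 1.27, camera adjusted p = 3.4e-07, adjusted p = 0.61 with an estimated correlation), Mx1 (2.00) and Zbp1 (1.88), and TNF targets 2 of 22 (Cxcl10 1.94 and Tnf 1.76). Macrophage genes had a median of 1.13 with 0 called, Aif1 at 1.51, and cell cycle genes 3 of 26, with Plk1 (1.96) and Mki67 (1.81). Fn1 of the matrix rose (1.81) and the disallowed gene Ldha did not pass (1.49, adjusted p = 0.10). Acinar genes had 19 of 31 lower (median −2.03), Amy2a1 (−5.67) and Prss3 (−2.63) included, and Tff2 of duct cells was lower too (−2.02). Acinar markers took 67.3% and 40.5% of TPM in 24w WT 1 and 3 and at most 11.1% in 24w HMZ. TPM is a share, so less acinar RNA raises the values of other genes. The rise of immune genes was not separated from this, nor from lymphoid tissue carried over with the islets.

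Limma called 339 of 15182 genes in 24w HMZ, 200 higher and 139 lower, with 3376 at an unadjusted p under 0.05, and 0 genes with each gene's own spread, where Slc2a2 had an adjusted p of 0.36. The count was 40 without 24w WT 1, 1861 without 24w WT 2, 46 without 24w WT 3, 1286 without 24w WT 4, 67 without 24w HMZ 1, 120 without 24w HMZ 2, 101 without 24w HMZ 3 and 47 without 24w HMZ 4. Without the 2 libraries that held Xist 13 genes were called. Genes as a whole had a median of 0.60, and after median-of-ratios scaling, which moved it to 0.04, 571 genes were higher and 688 lower.

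**Figure D4:**
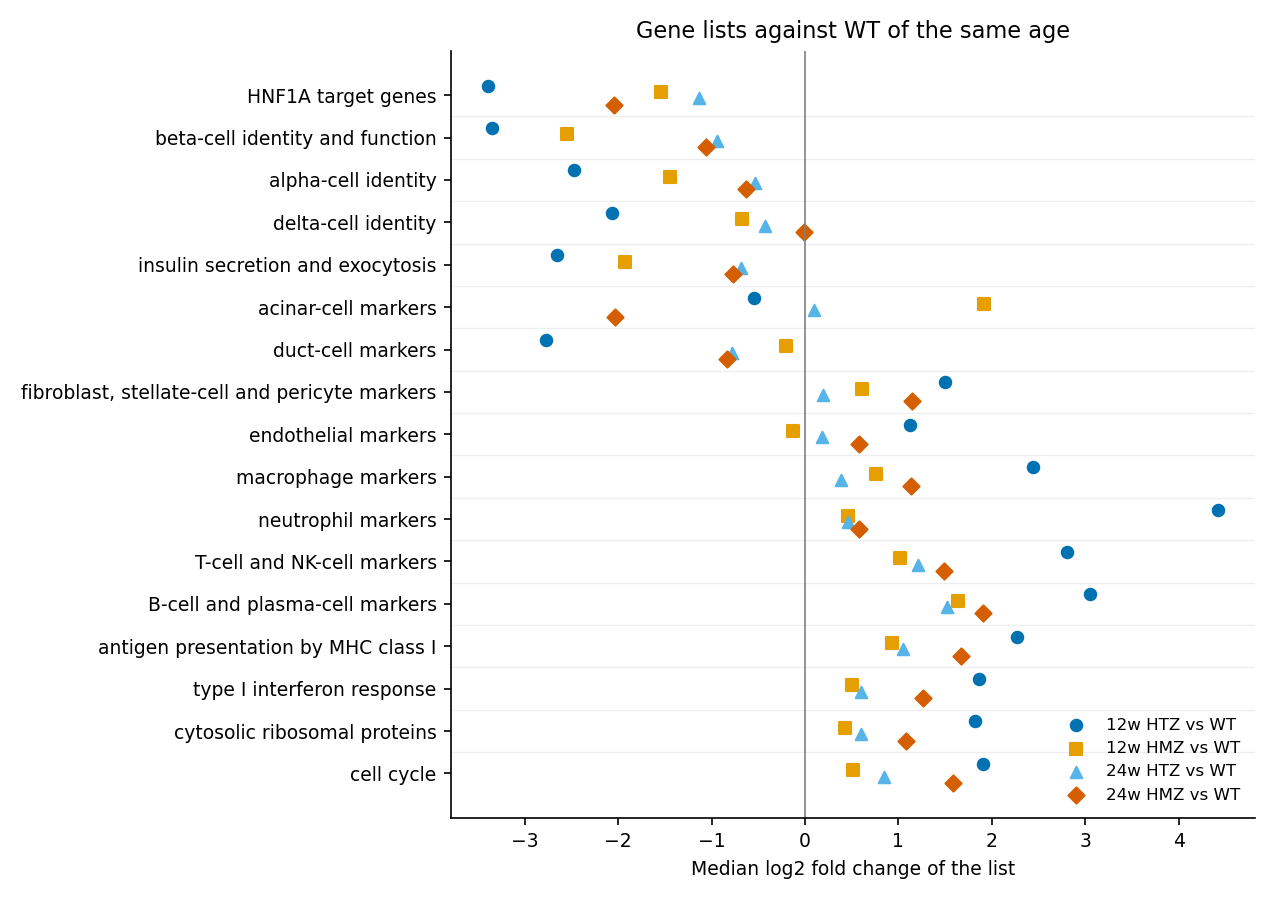
Median log2 fold change of 17 gene lists in the 4 comparisons with WT of the same age. The HNF1A targets lay at −3.40 in 12w HTZ and −2.05 in 24w HMZ, and the beta-cell genes at −3.35 and −1.06.

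Between HMZ and HTZ in middle age no gene passed, and the targets of HNF1A again leaned lower in HMZ. Slc2a2 was at 4.34 ± 4.20 TPM (SD, n = 4) against 41.5 ± 38.5 TPM (n = 3), a log2 change of −3.07 ± 0.54 (limma adjusted p = 0.059). Hnf1a was at 1.90 ± 1.14 against 2.92 ± 1.45 TPM (−0.49, adjusted p = 0.71). Ins2 (−0.26), Ins1 (−0.38), Gcg (0.74), Sst (0.69), Ppy (−0.30), Pdx1 (−0.32), Mafa (0.15), Nkx6-1 (−0.06), Neurod1 (−0.37), Arx (0.25) and Mafb (0.78) did not pass. The HNF1A targets had 0 of 14 called (7 lower adjusted over the list alone) and a median of −1.04, Tmed6 at −1.72, with a camera adjusted p of 3.9e-50, and adjusted p = 0.057 with an estimated correlation. Acinar genes had 0 called (29 lower adjusted over the list alone) and a median of −2.14, Ctrc at −4.15 (adjusted p = 0.091) and Amy2a1 at −5.51. Their camera adjusted p was 1.0e-125, and adjusted p = 0.057 with an estimated correlation. Fibroblast genes had a median of 0.82, Mgp at 1.85, and interferon genes one of 0.66, Isg15 at 1.32, while Timp1 of the matrix was at 1.62, the TNF target Cxcl10 at 1.17 and C1qb of macrophages at 1.15. Limma called 0 of 14861 genes (lowest adjusted p = 0.059), with 527 at an unadjusted p under 0.05, and voom called 0. The count was 107 without 24w HTZ 2, 28 without 24w HTZ 3, 45 without 24w HMZ 1, 103 without 24w HMZ 2, 96 without 24w HMZ 3 and 119 without 24w HMZ 4. Across all genes the median was 0.31 and 0.00 after median-of-ratios scaling.

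In WT islets, 24 weeks was compared with 12 weeks to ask what changes with age. Amy2a1 of acinar cells, Reg2 of the regenerating family and S100a9 of neutrophils were higher at 24 weeks, and islet genes leaned lower. The 12w WT libraries carry library numbers 28 to 30 and the 24w WT ones numbers 2 to 20, so a difference between library batches cannot be told apart from age here. Hnf1a was at 4.06 ± 1.86 TPM (SD, n = 4) at 24 weeks against 10.7 ± 2.49 TPM (n = 3) at 12 weeks, a log2 change of −1.28 ± 0.62 that did not pass (limma adjusted p = 0.97). Ins2 (−0.77), Ins1 (−0.51), Gcg (−0.93), Sst (−1.21), Ppy (−1.10), Pdx1 (−1.53), Mafa (−1.77), Nkx6-1 (−1.39), Neurod1 (−1.55), Slc2a2 (−1.01), Arx (−1.65) and Mafb (−0.73) did not pass either. Amy2a1 (8.87), Reg2 (4.55) and S100a9 (2.47, 6.58 ± 3.37 against 0.279 ± 0.278 TPM) rose. Beta-cell genes had a median of −0.95 with 0 called, Trpm5 at −1.78, with a camera adjusted p of 5.9e-08, and adjusted p = 0.65 with an estimated correlation. Mitochondrially encoded genes had a median of −1.63, mt-Nd2 at −1.89, and macrophage (0.90, Mrc1 1.75), T-cell (0.90, Ccl5 2.72), B-cell (1.10, Jchain 3.25) and ribosomal protein genes (0.55, Rpl10 2.20) lay above 0 with 0 called, as did Cldn5 of vessels (2.49).

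The 20 genes lower in 24w WT were mostly gene models and microRNA genes, and the named protein-coding ones were Tpm3-rs7 (−6.37), Hspe1-rs1 (−5.19) and Asdurf (−3.51), each of which may share reads with a near-identical or overlapping gene. Hspe1-rs1 and Asdurf, with Gm23935, Gm24270, Gm24245, Gm28037 and Gm49325, also lay higher in all 6 libraries with numbers 28 to 35 than in any other library, a pattern across 2 genotypes chosen after its values were seen. Limma called 23 of 15143 genes, 3 higher and 20 lower, with 504 at an unadjusted p under 0.05, and 5 with each gene's own spread. The count was 211 without 12w WT 3, 11 without 24w WT 1, 87 without 24w WT 2, 43 without 24w WT 3 and 57 without 24w WT 4. The median of all genes was −0.32 and 0.01 after median-of-ratios scaling, with 3 genes higher and 13 lower.

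In HTZ islets, the same ages were compared. Hnf1a and the genes of beta cells were higher at 24 weeks than at 12 weeks, and neutrophil, interferon and red blood cell genes were lower. Hnf1a was at 2.92 ± 1.45 against 0.694 ± 0.263 TPM (SD, n = 3 each), a log2 change of 1.15 ± 0.33 (limma adjusted p = 0.018). Ins2 (1.74, 46001 ± 29651 against 11521 ± 5228 TPM), Ins1 (1.80), Sst (1.60), Ppy (1.44), Pdx1 (1.75), Mafa (1.42), Nkx6-1 (1.42) and Neurod1 (1.33) rose, while Gcg (1.21, adjusted p = 0.085), Slc2a2 (0.81) and Mafb (−0.94) did not pass and Arx lay too low to be tested. Of 28 beta-cell genes 19 were higher (25 adjusted over the list alone, median 1.34), with Pcsk1 (1.79) and Glp1r (1.67), and 7 of 14 HNF1A targets (median 1.11), with Gc (1.98) and Cltrn (1.67). Ttr (2.46), Rbp4 (1.28), Pyy (1.24), Gck (1.32), Aldh1a3 (1.59), Ptprn (2.06), Chgb (1.87), Krt18 (1.71) and Pappa2 (2.68) rose with them. Islet hormones made up 2.11% of TPM in 12w HTZ and 8.10% in 24w HTZ, and Sst of delta cells, which carry no Cre, rose as well. A larger share of islet tissue in the 24w HTZ libraries thus cannot be told apart from higher expression in beta cells.

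S100a9 fell by 6.27 ± 0.38 on the log2 scale between 12w and 24w HTZ (adjusted p = 2.0e-57), with Ngp (−6.04), S100a8 (−5.87) and Camp (−4.98) lower as well. Of 8 neutrophil genes 7 were lower (median −3.71, camera adjusted p = 5.3e-75, adjusted p = 0.037 with an estimated correlation). Interferon genes had 15 of 30 lower (26 adjusted over the list alone, median −1.18), Ifit3 (−2.35) and Isg15 (−2.24) included, the TNF target Cxcl10 was lower (−1.66), and so were 8 macrophage genes, with Mrc1 (−1.49) and C1qb (−1.54). The interferon score was 6.36, 4.73 and 4.28 in 12w HTZ 1 to 3 and 4.19, 4.02 and 3.41 in 24w HTZ 2 to 4, so 12w HTZ 1 weighs heavily in this fall. Gzma (−1.82), Dpt (−1.85), Fn1 (−1.76), Tnc (−1.86), Cldn5 (−1.996), Rrm2 (−1.38), Hmox1 (−1.60) and Tgm2 (−1.46) fell. The hemoglobin gene Hbb-bt (−2.87) and Alas2 (−2.51) fell too, and 12w HTZ 2 had a red blood cell score of 10.5 against 3.47 and 3.57 in the other 2. Of 30 acinar genes 29 were higher (median 1.58), with Ctrc (4.43), Sycn (2.67), Prss3 (2.41) and Cela3a (1.80), and their camera adjusted p was 3.7e-68, and adjusted p = 0.17 with an estimated correlation. Acinar markers took 9.13%, 8.51% and 50.7% of TPM in 24w HTZ 2 to 4 and 2.42% to 10.8% in 12w HTZ. The acinar rise thus rests largely on 24w HTZ 4. Limma called 732 of 14471 genes, 338 higher and 394 lower, with 2299 at an unadjusted p under 0.05, and 1 with each gene's own spread, where Hnf1a had an adjusted p of 0.50. The count was 96 without 12w HTZ 1, 59 without 12w HTZ 2, 423 without 12w HTZ 3 and 404 without 24w HTZ 3. Genes as a whole had a median of −0.38, and after median-of-ratios scaling, which moved it to −0.03, 19 genes were higher and 17 lower.

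In HMZ islets no gene passed between the ages. Hnf1a was at 1.90 ± 1.14 TPM at 24 weeks (SD, n = 4) against 3.60 ± 3.13 TPM at 12 weeks (n = 5), a log2 change of −0.56 ± 0.47 (limma adjusted p = 0.36), and Slc2a2 at −2.19 (adjusted p = 0.21). Ins2 (0.75), Ins1 (0.95), Gcg (−0.52), Sst (0.51), Ppy (0.88), Pdx1 (−0.24), Mafa (0.28), Nkx6-1 (0.43), Neurod1 (0.07), Arx (−0.06) and Mafb (0.55) did not pass. The HNF1A targets had 0 called (7 lower adjusted over the list alone) and a median of −1.61, Tmed6 (−2.70) and Hnf4a (−2.56) included, with a camera adjusted p of 4.8e-22, and adjusted p = 0.13 with an estimated correlation. The enterocyte score went from a mean of 4.14 at 12 weeks to 0.231 at 24 weeks, so gut tissue in 12w HMZ 1 to 3 cannot be told apart from an effect of age on these targets. Acinar genes (median −2.96) such as Pnliprp2 (−3.08) and Cpa2 (−2.96), the gut enzyme gene Aldob (−5.29) and Muc1 (−2.52) lay lower, and MHC class I genes (median 1.44, H2-Q6 2.00), Cd19 (1.64), Retnlg (2.38), Hba-a2 (1.71) and the senescence gene Cdkn2a (1.48) higher, with 0 called. Limma called 0 of 15341 genes (lowest adjusted p = 0.21), with 3620 at an unadjusted p under 0.05, and voom called 0. The count was 8067 without 12w HMZ 5, 7507 higher and 560 lower, 1 without 24w HMZ 1 and 1 without 24w HMZ 2. Across all genes the median was 0.63 and 0.01 after median-of-ratios scaling.

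The 2 interactions asked whether the genotype effect differed between the ages. For HTZ against WT the neutrophil genes differed: S100a9 was higher in HTZ at 12 weeks but not at 24 weeks, where it was at 2.87 ± 1.97 TPM (SD, n = 3) against 6.58 ± 3.37 TPM (n = 4), an interaction of −8.74 ± 1.01 (limma adjusted p = 0.00016), with S100a8 (−7.18), Ngp (−6.31), Camp (−5.12) and Inmt (−4.17) in the same direction. Hnf1a had an interaction of 2.43 ± 0.62 that did not pass (adjusted p = 0.25), as did Ins2 (2.52), Ins1 (2.31), Gcg (2.13), Sst (2.81), Ppy (2.54), Pdx1 (3.28), Mafa (3.19), Nkx6-1 (2.81), Neurod1 (2.87), Slc2a2 (1.82), Arx (2.11) and Mafb (−0.21). Beta-cell genes had 0 called (17 adjusted over the list alone) and a median of 2.43, Foxa2 at 2.65, with a camera adjusted p of 9.5e-21, and adjusted p = 0.49 with an estimated correlation. The HNF1A targets had a median of 1.87, Hnf4a at 2.43, and Fcgr1 (−2.12), Lum (−3.18) and Isg15 (−2.86) did not pass. Limma called 18 of 15917 genes, 11 higher and 7 lower, with 1231 at an unadjusted p under 0.05. All 11 higher ones, Tpm3-rs7 (5.84) and Hspe1-rs1 (4.29) included, were among the genes lower in 24w WT than in 12w WT, whose library numbers also differ. The count was 132 without 12w WT 3 and 28 without 24w WT 3. After median-of-ratios scaling, 148 genes were higher and 92 lower.

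For HMZ against WT the 5 called genes were Gm10260 (8.44), Tpm3-rs7 (6.70, adjusted p = 5.7e-05), 6330403K07Rik (4.65), Gm50250 (4.37) and Gm10503 (2.16). The gene models among them were chosen after their values were seen. All 5 were also lower in 24w WT than in 12w WT, so the interaction follows the difference between the WT groups. All but Gm10503 were high in 12w WT alone, and low in 12w HMZ 1 to 3 of the same age with library numbers 31, 34 and 35, so neither age in every genotype nor a batch of all numbers from 28 to 35 gives this difference, and what sets 12w WT apart stays open. Hnf1a (0.73, limma adjusted p = 0.48), Slc2a2 (−1.18), Ins2 (1.52), Ins1 (1.46), Gcg (0.40), Sst (1.72), Ppy (1.98), Pdx1 (1.29), Mafa (2.06), Nkx6-1 (1.82), Neurod1 (1.61), Arx (1.58) and Mafb (1.28) did not pass. Acinar genes had 0 called (27 adjusted over the list alone) and a median of −4.004, with Amy2a1 at −12.90 and Reg1 at −4.79, a camera adjusted p of 1.7e-96, and adjusted p = 0.019 with an estimated correlation. Tmed6 among the HNF1A targets was at −4.09. Limma called 5 of 16189 genes, with 1250 at an unadjusted p under 0.05, and the count was 3 without 12w WT 1 and 8 without 24w HMZ 1. The median of all genes was 0.87 and 0.00 after median-of-ratios scaling.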

Values the study reported

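The study counted 7435 genes that differed between Hnf1a heterozygous islets and age-matched control islets at 12 weeks, and 3761 at 24 weeks, at a fold of at least 1.5 and p under 0.05. In wild-type islets the study gave Hnf1a a fold of −2.48 and Sst a fold of −1.834 between 12 and 24 weeks. Cre had recombined the floxed allele in 96.21% of beta cells (± 6.3). Tnf and interferon-alpha were among its predicted upstream regulators of the heterozygous profile.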

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

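Of the tests in this part, those of evenly raised cell types, of diluted islet tissue, of the genes of library numbers 28 to 35 and of the HNF1A targets in 24w HMZ were chosen only after the result was seen. In 24w HMZ, library 4 lay far below the other 3 in beta-cell genes. On the scale of log2(TPM + 1) it held Hnf1a at 0.28 (the others 1.67 to 1.85), Ins1 at 11.76, Ins2 at 12.57, Pdx1 at 2.08 (5.51 to 5.73), Mafa at 3.07, Nkx6-1 at 2.57 and Neurod1 at 1.40. Its scores for beta-cell genes (3.68), delta-cell genes (3.00), insulin secretion (2.86), microtubule genes (1.84) and mitochondrially encoded genes (11.84) were the lowest of the group. Library 1 of 24w HMZ was highest in fatty acid oxidation (5.17), red blood cell genes (4.00) and fragments in units of 1000000 (27.6). In 24w WT, library 1 was low in Ins1 (13.76), Ins2 (14.64) and Ppy (9.64), and library 2 high in enterocyte genes (0.105% of TPM). In 12w HMZ, library 1 was high in Arx (3.57) and in islet hormones (14.0% of TPM), and library 4 low in glycolysis (3.81), fatty acid oxidation (3.54) and defence against reactive oxygen species (4.11). Chance sets a library this far from the others in about 1 in 20 groups, and here it was 24 of 162, many of them the same libraries in genes that move together.

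The genotype effect differed between the ages by limma's interaction test for 6 named genes in HTZ: S100a9 (−8.74), S100a8 (−7.18), Ngp (−6.31), Camp (−5.12), Inmt (−4.17) and Tpm3-rs7 (5.84). In HMZ it differed for Gm10260 (8.44), Tpm3-rs7 (6.70), 6330403K07Rik (4.65), Gm50250 (4.37) and Gm10503 (2.16). Each of these HMZ genes was also lower in older than in younger WT, at −7.02, −6.37, −4.70, −4.37 and −2.13 in the same order. Their interactions, and that of Tpm3-rs7 in HTZ, thus follow the difference between the WT groups, whose library numbers also differ. As many genes were called in 13 of 100 splits of the libraries for HTZ and 7 of 100 for HMZ, so chance cannot be excluded.

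Endocrine genes were lower and immune genes higher in 12w HTZ than in 12w WT. The tables argue against acinar tissue as the whole cause, as 5217 of 6336 genes stayed called with the acinar score. A lower endocrine share that raised every other cell type alike was not excluded. Neutrophil genes rose by 2.92 more than endothelial genes (SE 0.81), but this pair was picked as the highest and lowest rise in these same libraries. The SE does not allow for that choice, and blood may have added to the neutrophil genes of 12w HTZ 2. Islet tissue diluted by other tissue stays open, since alpha-cell genes, whose cells carry no Cre, had a median of −2.47. So does a difference between library batches, since over the called genes the contrast of early and late libraries within 12w HMZ correlated at 0.59 with that of HTZ and WT, and so does the genotype, which the library numbers do not separate from the batch. Lymphoid tissue carried over cannot be told apart from an immune response, as the B-cell and T-cell medians lay 0.24 apart but exceeded the macrophage median only with 12w WT 3 included.

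HNF1A targets were lower in 24w HMZ than in 24w WT. A lower share of beta cells as the whole cause is argued against by the targets' difference of −1.91 relative to beta-cell genes, acinar tissue by 10 of the 14 called targets staying called with the acinar score (median −2.21), and the 2 libraries with Xist by a median of −2.28 without them, where 4 targets stayed called among fewer libraries. The size of −1.91 rests on the 0.01 added before the logarithm. With 1 added, the mean target score was 2.45 in 24w HMZ and 4.73 in 24w WT. That of beta-cell genes without Slc2a2 was 5.97 and 6.96, and the groups overlapped in the difference between the 2 scores. In a fit of all 6 groups with the beta-cell score as a covariate 2 targets were called, at a median of −1.48, but that fit called only 14 genes even without the score, against 339. That lower Hnf1a activity in beta cells lowered its targets stays a hypothesis, found and tested on the same libraries. A different make-up of the remaining cells and a part played by the sex of the mice stay open. So does a part played by the mild hyperglycemia that the study reports in homozygous mice.

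In the 6 libraries with numbers 28 to 35, from 12w WT and 12w HMZ, 9 genes had their lowest value at 5 TPM or more and over 1.5 times the highest library elsewhere (Ugt2b34, Gm23935, Gm24270, Gm24245, Gm28037, Gm49325, Gm49450, Hspe1-rs1 and Asdurf). The set was picked after its genes were seen and random sets mix the groups, so that 0 genes in 100 random sets of 6 libraries decides nothing. A difference between library batches stays open, and no biological explanation was tested.

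Other splits of the same libraries were counted for each comparison. For 24w HMZ against WT 1 of 35 splits, the real one, called as many genes (339, the next 75). This is the smallest share that 35 splits can give, and it was not adjusted over the 11 comparisons. With each gene's own spread 0 genes were called there, so chance is not excluded. For 12w HTZ against WT (1 of 10 splits, the next 0) and HTZ with age (1 of 10, the next 233) there are too few splits to exclude chance. Chance cannot be excluded for 12w HMZ against WT (3 of 56, another split 1409), 12w HMZ against HTZ (4 of 56, another 7275), 24w HTZ against WT (11 of 35, another 12475), WT with age (6 of 35, another 4323), the HTZ interaction (13 of 100, another 6708) or the HMZ interaction (7 of 100, another 4370). Where the real split called 0 genes, every split calls as many, so the count decides nothing. This holds for 24w HMZ against HTZ (35 of 35, another 523) and HMZ with age (100 of 100, another 330). Splits that call many more genes point to a structure of the libraries: the one with 12475 set 24w WT 1, 24w WT 3 and 24w HTZ 4, the libraries richest in acinar genes, against the rest, and the one with 7275 set 12w HTZ 1 to 3 with 12w HMZ 2 and 5 against 12w HMZ 1, 3 and 4.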

How the results depend on the processing

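Few named genes that passed in the fit of the report or in an alternative turned direction, while the number of genes called moved widely. Of 6847 values of named genes under an alternative, 5282 kept their side of the threshold, 1360 no longer passed, 179 came to pass and 26 turned direction. Turns of direction were counted, and are named below, only for genes that passed in either fit. The 5282 may thus hold genes that passed in neither fit and turned direction. Of 230 counts compared, 100 stayed within 1.5 times the count of the report and 130 moved further, and the cause was not tested unless stated. Among comparisons of genotype, 12w HTZ against WT had 4556 to 6116 calls under a pseudocount of 0.1, no filter on low values, the replicate block, the acinar score, scaling and voom. Leaving out each replicate in turn, with fewer libraries to test, gave 1 to 7211 for 12w HTZ against WT, 9 to 1121 for 12w HMZ against WT, 0 to 8426 for 12w HMZ against HTZ, 2 to 69 for 24w HTZ against WT, 40 to 1861 for 24w HMZ against WT, 0 to 119 for 24w HMZ against HTZ, 11 to 211 for WT with age, 59 to 703 for HTZ with age, 0 to 8067 for HMZ with age, 13 to 132 for the HTZ interaction and 3 to 8 for the HMZ interaction.

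With a pseudocount of 0.1 limma called 13 for 12w HMZ against WT, 16 for 24w HTZ against WT, 65 for 24w HMZ against WT and 13 for WT with age, and with no filter on low values, where more genes enter the adjustment, 28 for 12w HMZ against WT, 0 for 24w HTZ against WT, 0 for 24w HMZ against WT, 13 for WT with age and 3 for HTZ with age. With all 6 groups in one fit, which shares 1 spread over groups, it called 2786 for 12w HTZ against WT, 544 for 12w HMZ against WT, 11 for 12w HMZ against HTZ, 0 for 24w HTZ against WT, 14 for 24w HMZ against WT and 6 for HTZ with age. With the acinar score as a covariate it called 15 for 12w HMZ against WT, 0 for 12w HMZ against HTZ, 2482 for 24w HTZ against WT, 89 for 24w HMZ against WT and 434 for HTZ with age, and Tff2 turned direction in 24w HMZ against WT (0.21). Gene lists with an estimated correlation gave 0 lists in every comparison but HTZ with age (1) and the HMZ interaction (1), and fry gave 0 in every comparison but 12w HTZ against WT (14), 12w HMZ against HTZ (2), HMZ with age (1) and the HTZ interaction (1).

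No pairing of the libraries by replicate number was detected, since in no pair of groups did every same-numbered pair deviate together (for 12w WT and 12w HTZ, correlations of −0.01 to 0.21). With so few such pairs, this cannot exclude a pairing. With the replicate block limma called 0 for 12w HMZ against WT, 7368 for 12w HMZ against HTZ, 14 for 24w HTZ against WT, 53 for 24w HMZ against WT, 75 for 24w HMZ against HTZ, 43 for WT with age, 0 for HTZ with age, 5200 for HMZ with age, 66 for the HTZ interaction and 3 for the HMZ interaction, and Prss3 turned direction in HTZ with age (−0.38).

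The following were chosen after seeing the data. After median-of-ratios scaling the count was 5 for 12w HMZ against WT, 0 for 12w HMZ against HTZ, 705 for 24w HTZ against WT, 1259 for 24w HMZ against WT, 36 for HTZ with age and 240 for the HTZ interaction. With voom on recovered fragments it was 13 for 12w HMZ against WT, 0 for 12w HMZ against HTZ, 25 for 24w HTZ against WT, 17 for 24w HMZ against WT, 7 for WT with age, 455 for HTZ with age and 6 for the HTZ interaction, and with each gene's own spread 3100 for 12w HTZ against WT, 5 for 12w HMZ against WT, 1 for 12w HMZ against HTZ, 1 for 24w HTZ against WT, 0 for 24w HMZ against WT, 5 for WT with age, 1 for HTZ with age and 6 for the HTZ interaction. The lymphoid, beta-cell and joint scores below were added to the fit of all 6 groups, whose counts without a score are given above. With the lymphoid score it was 80 for 12w HTZ against WT, 203 for 12w HMZ against WT, 12 for 12w HMZ against HTZ, 0 for 24w HTZ against WT, 6 for 24w HMZ against WT and 6 for HTZ with age. With the beta-cell score it was 12 for 12w HTZ against WT, 17 for 12w HMZ against WT, 0 for 24w HTZ against WT, 26 for 24w HMZ against WT, 2 for 24w HMZ against HTZ, 6 for HTZ with age and 8 for the HTZ interaction. The genes that turned direction there were in 12w HTZ against WT Ppy (1.48), Cltrn (0.29), Efnb3 (0.19), Rbp4 (0.48), Pyy (1.07), mt-Nd5 (0.28), Ptprn (0.25) and Chgb (0.33) and in HTZ with age Ppy (−0.044), Rbp4 (−0.0242) and Pyy (−0.18). With the beta-cell, lymphoid and acinar scores together it was 18 for 12w HTZ against WT, 15 for 12w HMZ against WT, 1 for 24w HTZ against WT, 25 for 24w HMZ against WT, 1 for 24w HMZ against HTZ, 0 for HTZ with age and 11 for the HTZ interaction. The genes that turned direction were in 12w HTZ against WT Ppy (1.46), Cltrn (0.31), Efnb3 (0.11), Rbp4 (0.52), Pyy (1.03), mt-Nd5 (0.0261), Ptprn (0.19) and Chgb (0.29) and in HTZ with age Sst (−0.36), Ppy (−0.53), Cltrn (−0.18), Rbp4 (−0.53) and Pyy (−0.60). Members of a score's own list got no value under that covariate, since the score is built from them. With library numbers 28 to 35 only it was 0 for 12w HMZ against WT, with numbers 2 to 24 only 11 for 12w HMZ against HTZ and 21 for HMZ with age, and without the 2 libraries with Xist 13 for 24w HMZ against WT and 27 for 24w HMZ against HTZ.

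The alternatives planned for counts were not run, because the deposited values are TPM: size factors in edgeR, library size alone, the edgeR filter against none, DESeq2 and the edgeR exact test. Genes with little RNA, such as Arx in HTZ with age, lay too low to be tested, and the depth of 24.5 to 41.7 (units of 1000000 fragments) limits them further.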

Other observations

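Relative to beta-cell genes, Slc2a2 was lower in 24w HMZ than in 24w WT by −4.73 ± 0.60 (SE, exact permutation p = 0.029, n = 4 each, 0.057 after BH adjustment), and the HNF1A targets by −1.91. Sst lay at 0.87 ± 0.28 and Mafb at 1.98 ± 0.81 there (exact permutation p = 0.029 and 0.057 after adjustment for both), Mafb resting in part on 24w HMZ 4 (1.56 against −1.75 to −1.29 in the other 3). In 24w HTZ Slc2a2 lay at −1.04 ± 0.57 (exact permutation p = 0.029, n = 3 and 4, 0.11 after adjustment), which rests on 24w HTZ 3 (−2.16 against −0.48 and −0.51 in the other 2), and Hnf1a itself at 0.43 ± 0.16 (exact permutation p = 0.029, 0.11 after adjustment). At 12 weeks Slc2a2 lay at −0.55 ± 0.06 in HTZ (exact permutation p = 0.10, n = 3 each, the smallest possible), Hnf1a at −0.74 ± 0.29, Gcg at −1.16 ± 0.44 and Ppy at 0.94 ± 0.33 (exact permutation p = 0.10 for each). Mafb lay at 3.53 ± 0.66, the largest shift there, and Arx at −0.58 ± 0.20 (exact permutation p = 0.10 for both).

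In 12w WT 10 genes had their lowest library at 5 TPM or more and over 1.5 times the highest library elsewhere, among them Tpm3-rs7 (55.2 to 244 TPM, at most 3.76 elsewhere), Gm10260 (195.9 to 775 TPM, at most 11.3 elsewhere) and the clock gene Npas2. In 12w HTZ 4 genes did so, the neutrophil genes Ngp, Chil3, S100a8 and S100a9. These sets were chosen after their values were seen.

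At a fold of at least 1.5 and an unadjusted p under 0.05, limma found 411 genes between 24w HTZ and 24w WT. That is lower than the value quoted from the study above. Between 12w HTZ and 12w WT it found 7533 genes. In the authors' deposited table for 24w HTZ against WT, 1295 genes were higher and 2466 lower at these thresholds, and Hnf1a had a fold of −1.67. In the authors' deposited table for 12w HTZ against WT, 2830 genes were higher and 4605 lower at these thresholds, and Hnf1a had a fold of −19.2. At an adjusted p of at most 0.05 the authors' table had 1252 higher and 3429 lower, while limma called 3908 higher and 2428 lower on unscaled TPM and 1961 higher and 2846 lower after median-of-ratios scaling.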
